A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic regulations in the IFNγ signalling pathway: IFNγ-mediated MHC class I upregulation on tumour cells is associated with DNA demethylation of antigen-presenting machinery genes" (2014).

How the data were processed

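TC-1/A9 is a mouse tumour line of C57BL/6 background, a subline of TC-1 with low surface MHC class I. Cells received the DNA methyltransferase inhibitor 5-aza-2'-deoxycytidine (DAC, 3 μM, 48 h) and then the histone deacetylase inhibitor trichostatin A (TSA, 30 ng/ml, a further 24 h), or were left untreated. Total RNA of 3 cultures per group, which the series describes as biological replicates, was hybridised to Illumina Mouse WG-6 bead arrays, 1 array per culture. The groups were taken from the sample titles and treatment labels. Arrays of other treatments and cell lines of the study were not analysed here.

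The authors extracted the summarised bead signals with BeadStudio. The deposited signal intensity of each probe is linear, neither normalised nor background-subtracted. Beside each signal the deposited table gives a detection p-value against the negative controls of the chip. Each detection column was matched to the signal column beside which it stands, and it was checked that the p fell step by step with that signal and with no other. The authors also gave log2 values, quantile-normalised between the 6 arrays with lumi and limma in R. The versions of these packages are not given in the sources used here. This table lists 16148 probes, which are the 16148 with a detection p of at most 0.01 on at least 2 arrays of a group. Its values equalled quantile-normalised log2 signals recomputed from the deposited intensities, with 4.97e-14 as the greatest difference.

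Main values were computed from the 45281 probe intensities, following the steps that the study names. Signals were quantile-normalised over all probes and then put on the log2 scale, without background correction. A probe was kept when its detection p was at most 0.01 on at least 1 array, which kept 17445 probes and removed 27836. These values differed from the authors' log2 table by at most 0.0125 log2. Of the kept probes, 13943 carried 1 gene symbol, 7 carried several and 3495 are unnamed here. Symbols were matched through Entrez identifiers to the RefSeq gene table of assembly GRCm38.p6, which was used only for names and for the order of genes along chromosomes. The kept probes stood for 9192 genes, 3342 of them with several probes. Each gene was represented by its kept probe with the highest mean log2 signal over all 6 arrays. Dnmt3a and Hdac1 had no named probe among those kept.

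DAC/TSA-treated arrays were compared with untreated arrays by limma 3.58.1 in R 4.3.3, with lmFit and eBayes, 1 two-sided test per probe and Benjamini-Hochberg adjustment over the kept probes. The false discovery rate threshold was 0.01. All gene-level adjusted p-values come from this limma fit. Errors of differences are standard errors of the fit, confidence intervals are at 95%, and errors of group means are standard deviations over 3 arrays. A gene was counted as undetected in a group when none of its kept probes was detected on any of the 3 arrays. This count was first made on the brightest probe alone and was changed after its result had been seen. For a gene undetected in a group, the fold was computed against the detection floor of the arrays and is given as "at least". Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3.

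The study's arrays numbered 1 to 3 in each group carry no other sign of pairing. Deviations from the group means correlated across probes between same-numbered arrays at r = 0.63, 0.24 and 0.36 for numbers 1, 2 and 3. Untreated array 2 and DAC/TSA array 3 correlated at 0.37, and untreated array 3 and DAC/TSA array 2 at 0.38. Only the arrays numbered 1 thus stood apart, and pairing by number is not shown for numbers 2 and 3. The number was taken as a possible pair number, which the main fit does not use. Probes are not independent replicates. The fit without the pair number, fixed before the data were examined, remained the main one, and the fit with the number as a block was run beside it.

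A total of 24 gene lists were fixed before the data were examined. They cover MHC class I antigen processing and presentation, MHC class II presentation, interferon-stimulated genes, interferon ligands, receptors and signalling, the study's GS-COM and GS-IFN sets, germline and cancer-testis genes, imprinted genes, DNA methylation and histone deacetylation enzymes, histone deacetylase inhibitor response and variant histones, DNA replication and S phase, mitosis, p53 targets and DNA damage response, cholesterol synthesis, amino acid and ER stress response, ribosome biogenesis, extracellular matrix and mesenchymal genes, epithelial genes, lung epithelial markers, neuronal genes, lysosome and autophagy, immune cell markers, endothelial markers and housekeeping reference genes. GS-COM and GS-IFN were taken from the study's supplementary gene tables. An entry there that stands for several mouse genes was entered as each of them, and entries of a repeated gene were joined, which gave 39 and 71 symbols, so these lists differ in length from the sets as the study counts them. Lists with at least 5 measured members were tested by limma's camera with a preset inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over the lists, with a threshold of 0.05. Camera with an estimated correlation and fry were run beside it. Members were also counted with p-values adjusted over the list alone.

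Genes to be named were set by a rule before the data were examined. It took the 10 greatest increases and the 10 greatest decreases among genes past the threshold that were detected on all 6 arrays with groups that did not overlap. It added the 5 greatest bounds in each direction among genes detected on all arrays of 1 group and none of the other, and a fixed set of antigen-presentation, interferon, methylation and control genes. It also took the members of each list with the greatest increases and decreases past the threshold. Symbols that look like clones or predicted genes were left out of the parts that rank all genes. Other members, named where a count of list members was 5 or fewer or to complete a list, were chosen after their values were seen.

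The number of arrays, 3 per group, limits the precision. Between 14704 and 15783 probes were detected per array. The limma step was tested on simulated data of 17445 probes, in which 50 changed at each of 4 sizes. It called 0% of changes of 1.2-fold, 28% of 1.5-fold, 78% of 2-fold and 98% of 4-fold, with 1 false call. In the data 38.7% of the kept probes passed, which makes the Benjamini-Hochberg adjustment less strict than in the simulation. The simulated noise was also independent between arrays and probes. These shares therefore do not give the power or the false calls of the real comparison. The alternatives were neqc and normexp background correction, median scaling, cyclic loess, no detection filter, detection on at least 3 arrays, the authors' log2 values, the replicate block, a trended robust prior, the mean of a gene's probes, a false discovery rate of 0.05 for the counts, and leaving out each array in turn. Leaving out both arrays numbered 1 was added after seeing the data. No chip number is given in the sources used here, so chip was not modelled.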

Results

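Genome-wide transcript levels were measured with Illumina bead arrays in TC-1/A9 cells, a mouse tumour line with low surface MHC class I. Cells treated with DAC and TSA were compared with untreated cells, with 3 biological replicates per group and 6 arrays in all. DAC blocks the maintenance of DNA methylation and TSA blocks histone deacetylation. The number of detected probes was 14704, 14802 and 14741 on the untreated arrays and 15008, 15783 and 15513 on the DAC/TSA arrays. Signals of arrays within a group correlated across probes at r = 0.992 or above. The comparison addresses which genes respond to the epigenetic treatment, and whether antigen-presentation genes known to be induced by IFNγ are among them.

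DAC/TSA changed the transcriptome of TC-1/A9 cells in both directions. Among genes detected on every array, clone-like symbols left aside, the steepest increases were those of Uchl1, a neuronal ubiquitin hydrolase (14.2-fold, 95% confidence interval 12.4 to 16.1), Slpi, a secreted protease inhibitor (12.9-fold, 10.7 to 15.5), and the imprinted cell cycle inhibitor Cdkn1c (12.3-fold, 10.5 to 14.4). The steepest decreases were those of Itgbl1 (8.10-fold lower, 6.43 to 10.2), ceruloplasmin (Cp, 8.05-fold lower, 7.14 to 9.08), Serpinf1 (7.83-fold lower, 6.80 to 9.01) and the smooth muscle actin Acta2 (6.52-fold lower, 5.69 to 7.47). The measured germline genes rose as a group. Of these 29 genes, 21 passed the detection filter only through the treated arrays, so that set test leans upward. Extracellular matrix genes fell as a group. Epithelial and neuronal genes rose and cholesterol synthesis genes fell in the set test with a preset correlation. With an estimated correlation, their adjusted p was 0.0684, 0.0777 and 0.0718. Some of the measured epithelial and neuronal genes were likewise kept only through the treated arrays. Most of the measured H2 genes of MHC class I rose, while Tap1 did not pass the test.

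Of the 9192 genes tested, 2072 were higher and 1964 were lower in DAC/TSA-treated cells at a false discovery rate of 0.01 (limma, Benjamini-Hochberg). These 4036 genes made up 43.9% of those tested, with a median absolute log2 difference of 0.61. At the level of probes, 3371 were higher and 3374 were lower. An increase of at least 2-fold was found for 365 genes and a decrease of that size for 349 genes. At 4-fold or more, 59 genes were higher and 28 were lower. The groups did not overlap for any of the 4036 genes, and they did not overlap for 5870 of all genes tested, where chance gives 10% for 3 arrays against 3. With median scaling in place of quantile normalisation, 1219 genes were higher and 776 lower, so that 61.1% of the changed genes were higher against 51.3% in the main comparison. By probes, 1964 were higher and 1279 lower with that scaling, and the share that was higher was 60.6% against 49.98%. With neqc background correction, 554 genes were at least 2-fold higher and 519 at least 2-fold lower.

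Further genes with steep increases were the ubiquitin ligase adaptor Fbxo2 (11.7-fold), the chemokine Ccl4 (9.36-fold), the pregnancy-specific glycoprotein Psg23 (8.98-fold), the sorting receptor Sort1 (7.23-fold), Taf9b (6.58-fold), the triglyceride synthesis enzyme Dgat2 (6.33-fold) and keratin 8 (Krt8, 6.30-fold). The decreases went on with the acetylcholine receptor subunit Chrna1 (6.22-fold lower), the prolactin family members Prl2c2 (5.76-fold lower) and Prl2c3 (5.70-fold lower), tenascin C (Tnc, 5.72-fold lower), Atg9b (5.37-fold lower) and Sdk1 (5.27-fold lower). With the mean of a gene's probes in place of its brightest probe, the log2 difference was -1.55 against -2.97 for Serpinf1, whose other probe did not pass, 1.73 against 2.85 for Sort1 and 2.39 against 3.23 for Ccl4. With neqc, Cp differed by -3.66 against -3.01. Adjusted p-values of the 10 increases lay at or below 4.6e-07 and those of the 10 decreases at or below 3.1e-07. Uchl1 had a mean log2 signal of 6.23 ± 0.09 in untreated and 10.05 ± 0.06 in treated cells (SD, n = 3), and Acta2 had 12.39 ± 0.10 and 9.69 ± 0.08.

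**Figure D1:**
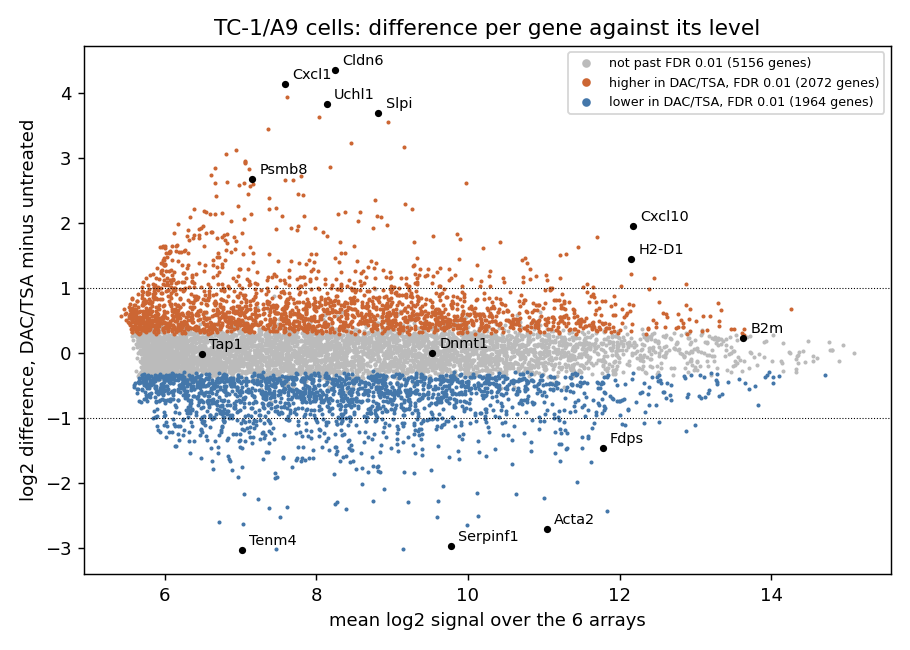
Each point is 1 gene, with its mean log2 signal over the 6 arrays on the horizontal axis and the log2 difference (DAC/TSA minus untreated, 3 arrays each) on the vertical axis. Coloured points are the 2072 genes higher and 1964 genes lower at a false discovery rate of 0.01, black points are genes named in the text, and dotted lines mark 2-fold differences.

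Genes that started from an undetected level were common among the increases. Of the 365 genes that rose by at least 2-fold, 108 (29.6%) were undetected in untreated cells, whereas 24 (6.88%) of the 349 genes that fell by at least 2-fold were undetected in treated cells. The odds ratio was 5.68 (95% confidence interval 3.50 to 9.53, two-sided Fisher's exact test, p = 1.00e-15), with genes as the units, which are not independent replicates. The highest bounds were those of the chemokine Cxcl1 (at least 14.1-fold higher), the secreted protein Wfdc2 (at least 13.5-fold), the organic cation exporter Slc47a1 (at least 9.57-fold), κ-casein (Csn3, at least 6.51-fold) and the germ cell gene Tex19.1 (at least 6.50-fold). Genes that became undetected included Tenm4 (at least 6.80-fold lower), Inmt (at least 4.75-fold lower), Btn1a1 (at least 2.88-fold lower), Insm1 (at least 2.51-fold lower) and Camk2b (at least 2.35-fold lower). With the mean of a gene's probes, the differences of Slc47a1, Csn3 and Inmt were smaller than these bounds.

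MHC class I genes and part of the machinery that loads them rose. Of 23 measured members of the list for MHC class I antigen processing and presentation, 13 were higher, 1 was lower and 9 did not pass. The immunoproteasome subunit Psmb8 (LMP-7) rose by 6.36-fold (5.60 to 7.22) and was detected on 2 of 3 untreated arrays. Its untreated mean of 5.82 log2 lay at the detection floor of those arrays (5.83 to 5.84), so the fold is not exact. Its other probe did not pass, and the mean of the probes gave a log2 difference of 1.42 against 2.67, while neqc gave 3.39. The immunoproteasome subunit Psmb9 (LMP-2) rose by 1.64-fold (1.45 to 1.86), whereas Psmb10, a further one, differed by -0.14 ± 0.08 on the log2 scale (SE; adjusted p = 0.168). The peptide transporter subunit Tap2 rose by 1.99-fold (1.72 to 2.31). The heavy chain genes H2-K1 (2.66-fold) and H2-D1 (2.72-fold) and the class Ib genes H2-M3 (2.66-fold) and H2-T23 (1.69-fold) rose as well. With the mean of a gene's probes, the log2 difference was 1.01 against 1.41 for H2-K1, 1.32 against 1.44 for H2-D1 and 0.66 against 0.76 for H2-T23, and their calls stayed. On the same arrays 6 of 8 immune cell markers were higher and 2 were lower, with an adjusted p of 0.0437 for that list, and 0.196 with an estimated correlation.

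Tap1, the partner of Tap2, had a log2 difference of -0.01 ± 0.09 (SE; adjusted p = 0.910), and its sign turned with the scaling (0.09 with median scaling). For B2m, the light chain of MHC class I, the difference was 0.23 ± 0.09 (adjusted p = 0.0527), and for Nlrc5, a transactivator of MHC class I genes, it was -0.18 ± 0.08 (adjusted p = 0.0954). Leaving out both arrays numbered 1 brought B2m past the threshold, with a difference of 0.32. Tapasin (Tapbp) differed by 0.33 ± 0.14 on its brighter probe (adjusted p = 0.0619), and its other probe passed in the same direction. Tapbp passed with the pair number as a block (adjusted p = 0.00426) and with the mean of its probes (0.42). The tapasin-like gene Tapbpl fell by 1.34-fold, a call that was lost with median scaling and without untreated array 2 or 3.

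The median log2 difference of the MHC class I list was 0.71, and 0.47 with undetected genes at their bound. Camera gave an adjusted p of 0.00108 for the list, and the adjusted p was 0.0718 with an estimated correlation. Adjusted over the list alone, 13 members were higher and 1 was lower. GS-COM or GS-IFN holds 17 of the 23 members. The study drew those sets in part from these arrays, so for the 17 this list and those sets are not separate evidence of direction. H2 genes made up 10 of the members, and 9 of these rose. H2-Q1, at -0.35, did not pass. Among the 13 members that are not H2 genes, Psmb8, Calr, Tap2 and Psmb9 rose and Tapbpl fell. These 13 had a camera p of 0.0832 as a group.

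**Figure D2:**
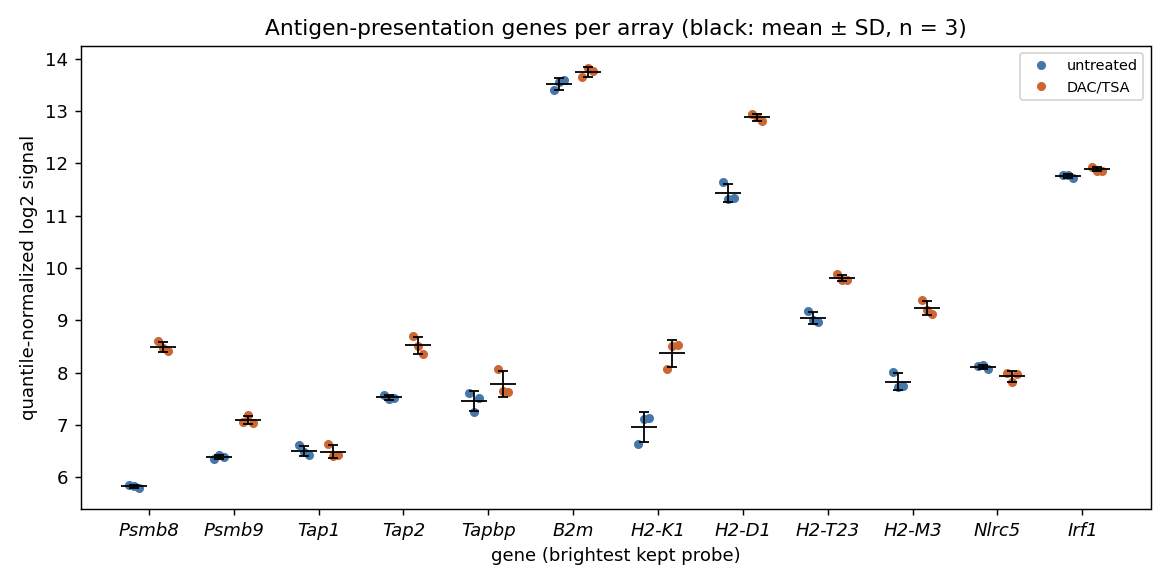
Log2 signal of 12 antigen-presentation genes on each array, with points for single arrays and the mean ± SD of each group (n = 3). Psmb8 goes from 5.82 ± 0.03 to 8.49 ± 0.10, whereas Tap1 stays at 6.50 ± 0.10 and 6.49 ± 0.12, with a sign of its difference that depends on the scaling.

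Interferon-stimulated genes moved both ways. Of 37 measured, 13 were higher, 5 were lower and 19 did not pass, with the same counts adjusted over the list alone. The chemokine Cxcl10 (3.87-fold) and the oligoadenylate synthetase-like gene Oasl1 (3.81-fold) had the greatest increases, and the deubiquitinase Usp18 (1.54-fold) and the kinase Eif2ak2 (1.35-fold) rose too. The members that fell were Ifit2 (1.82-fold lower), Ifit3 (1.48-fold lower), Stat2, Trim25 and Ifi47. The other probe of Ifit3 did not pass, and with the mean of its probes the log2 difference was -0.26 against -0.57 and the call ended. The transcription factor Irf1 differed by 0.13 ± 0.08 (adjusted p = 0.184), and Ido1 rose by at least 1.08-fold from an undetected level. The list had a median of 0.24 (0.19 with undetected genes at their bound) and a camera adjusted p of 0.0361. That p was 0.196 with an estimated correlation and 0.0553 without untreated array 2. GS-COM or GS-IFN, which the study drew in part from these arrays, holds 23 of the 37 members. Of these, Cxcl10, Usp18, Eif2ak2 and Ido1 are in GS-COM, and Ifit3, Stat2, Trim25 and Ifi47 are in GS-IFN. For the 23 members, this list and those sets are not separate evidence of direction.

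Genes for interferon ligands, receptors and signalling gave 4 increases (Tlr4, Ptpn2, Irf3 and Sting1) and 5 decreases among 17 measured. The kinase Tyk2 was 2.07-fold lower and the feedback inhibitor Socs3 was 1.92-fold lower, followed by Ifngr2, Rela and Jak2. Adjusted over the list alone, 5 were higher and 5 lower. The median was -0.02 and the camera adjusted p was 0.806. GS-IFN holds 2 of the members.

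The study drew its GS-COM and GS-IFN sets from these arrays together with arrays of IFNγ-treated cells, so neither the counts, also where adjusted over the list alone, nor the set tests of these lists are independent evidence of direction. The lists hold 39 and 71 mouse gene symbols, with entries of the study that stand for several genes entered as each of them. Of 34 measured GS-COM genes, 30 were higher, none was lower and 4 did not pass, and adjusted over the list alone 30 were higher. Examples outside antigen presentation were the death receptor Fas (2.08-fold) and the proapoptotic gene Bid (1.97-fold). The median was 0.75 (0.73 with undetected genes at their bound), and the camera adjusted p was 2.33e-09 (adjusted p = 0.0273 with an estimated correlation). Of 60 measured GS-IFN genes, 0 were higher and 21 were lower, with the same counts adjusted over the list alone. Uba7, the activating enzyme of the ISG15 pathway, was 3.57-fold lower and AA467197 was 2.42-fold lower. The median was -0.14 and the camera adjusted p was 0.00865 (adjusted p = 0.196 with an estimated correlation). Other lists hold 21 of the GS-COM and 22 of the GS-IFN members.

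All 4 measured MHC class II presentation genes rose, over all probes and adjusted over the list alone. The list holds 12 genes, and those without a kept named probe include H2-Aa, H2-Ab1, H2-Ea, H2-Eb1 and Ciita. Of the 4 measured, 3 were undetected in untreated cells and passed the detection filter only through the treated arrays. The count therefore does not show a rise of the class II genes as a whole. The invariant chain Cd74 rose by at least 3.18-fold and the peptide exchange factor subunit H2-DMa by 3.59-fold, with H2-DMb1 and H2-DMb2 rising from an undetected level. The median was 1.69, and 1.33 with undetected genes at their bound. The list is too short for the set test. Of the 29 immune cell markers in their list, 8 were measured, and 4 of the 8 were kept only through the treated arrays. Of 8 measured, 6 were higher (Lyz1, at least 2.68-fold, Fcer1g, at least 1.81-fold, Laptm5, Coro1a, Lyz2 and S100a8) and 2 were lower (Cd79b, at least 2.14-fold lower, and Cd14, 1.39-fold lower), with the same counts adjusted over the list alone. The immune median was 0.92 (0.70 with undetected genes at their bound) and the camera adjusted p was 0.0437. That p was 0.196 with an estimated correlation, 0.0608 with the pair number as a block, 0.0570 with normexp, 0.0521 without untreated array 1 and 0.0597 without both arrays numbered 1. Among 5 endothelial markers, Egfl7 (2.75-fold) and Plvap (1.43-fold) were higher and the receptor Flt1 was 2.20-fold lower, with the same counts adjusted over the list alone (median 0.03, camera adjusted p = 0.850).

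Most measured germline and cancer-testis genes rose. Of 29 measured, 23 were higher, none was lower and 6 did not pass, with 23 higher also when adjusted over the list alone. The list holds 72 genes, and those without a kept named probe were not tested. The 21 measured genes undetected in untreated cells passed the detection filter only through the treated arrays. They could hardly be called lower, so the counts and the set test lean upward. The setting with no detection filter gave the same adjusted p for the list, so it did not check this. Dppa4, a gene of pluripotent and germ cells, rose by at least 6.43-fold and the testis gene Taf7l by at least 4.97-fold. The median was 0.84, and 0.56 with the 21 genes undetected in untreated cells at their bound. With the mean of its probes, the difference of Dppa4 was smaller than its bound. The camera adjusted p was 1.62e-08 (adjusted p = 0.0273 with an estimated correlation). Beside this list, 6 of 8 immune cell markers were higher and 2 were lower, and the adjusted p of that list was 0.196 with an estimated correlation and 0.0608 with the pair number as a block.

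Epithelial genes rose, with 12 of 18 measured members higher and 1 lower (13 and 1 adjusted over the list alone). The list holds 37 genes, and 10 of the 18 measured were undetected in untreated cells. Those 10 passed the detection filter only through the treated arrays, so the counts and the set test lean upward. The tight junction gene Cldn6 rose by 20.4-fold (17.1 to 24.3) and was detected on 2 of 3 untreated arrays, with a log2 difference of 5.00 against 4.35 under neqc. Krt8 rose by 6.30-fold, and the junction gene Jup was at least 1.29-fold lower. The median was 0.67 (0.19 with undetected genes at their bound), and the camera adjusted p was 0.000239 (adjusted p = 0.0684 with an estimated correlation). Of 5 lung epithelial markers, the water channel gene Aqp5 (4.31-fold) and Napsa (at least 1.08-fold) were higher, with 3 higher and 0 lower adjusted over the list alone. Their median was 0.30 (0.22 with undetected genes at their bound) and the camera adjusted p was 0.0696. Neuronal genes gave 14 increases and 1 decrease among 23 measured (15 and 1 adjusted over the list alone). Of 52 genes in that list, 23 were measured, and 10 of these were likewise kept only through the treated arrays. After Uchl1, the surface glycoprotein Thy1 had the greatest increase (5.92-fold), and Dpysl3 was 1.35-fold lower. Thy1 was detected on 2 of 3 untreated arrays, with an untreated mean of 5.84 log2 near the detection floor, so its fold is not exact. Under neqc its log2 difference was 3.27 against 2.56. The neuronal median was 0.69 (0.41 with undetected genes at their bound), and the camera adjusted p was 0.000232 (adjusted p = 0.0777 with an estimated correlation). Another list holds 1 of the neuronal members. Of 16 imprinted genes measured, 7 were higher and 2 were lower (8 and 2 adjusted over the list alone). Cdkn1c and Ndn (at least 4.46-fold) had the greatest increases, and Ppp1r9a (2.74-fold lower) and Dlk1 (2.10-fold lower) fell. The imprinted median was 0.19 (0.07 with undetected genes at their bound) and the camera adjusted p was 0.177.

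**Figure D3:**
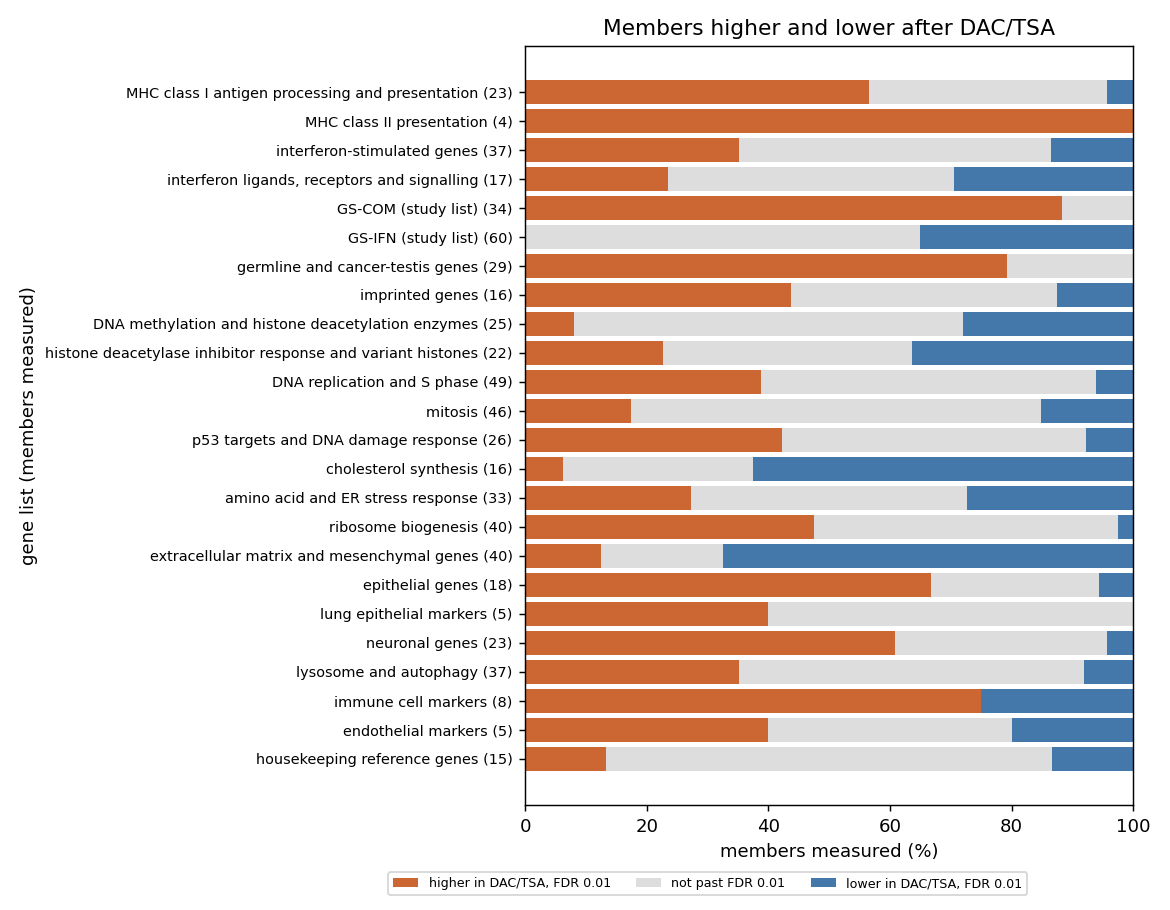
Share of the measured members of each list that were higher, lower or did not pass at a false discovery rate of 0.01, in percent, with the number measured beside each list. Germline and GS-COM genes have 23 of 29 and 30 of 34 members higher, and extracellular matrix genes have 27 of 40 lower. Of the 29 germline genes, 21 passed the detection filter only through the treated arrays.

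Extracellular matrix and mesenchymal genes fell. Of 40 measured, 27 were lower and 5 were higher, with the same counts adjusted over the list alone. After Acta2, the matrix protein gene Tgfbi fell most (4.75-fold lower), and the members that rose were Thy1, Ccn2 (1.98-fold), Timp3, Snai2 and Timp1. The median was -0.57 (-0.53 with undetected genes at their bound), and the camera adjusted p was 4.12e-05 (adjusted p = 0.0447 with an estimated correlation). Another list holds 2 of the members. Cholesterol synthesis genes fell, with 10 of 16 lower and Ebp higher (2 higher and 10 lower adjusted over the list alone). The prenyl pyrophosphate synthase gene Fdps was 2.75-fold lower and Srebf2, the transcription factor of the pathway, was 2.74-fold lower. Their median was -0.66, and the camera adjusted p was 0.00118 (adjusted p = 0.0718 with an estimated correlation).

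Ribosome biogenesis genes rose, with 19 of 40 higher and the RNA polymerase I subunit Polr1a lower, over all probes and adjusted over the list alone. Pes1 (1.97-fold) and Pno1 (1.93-fold) had the greatest increases. The median was 0.31 (0.30 with undetected genes at their bound), and the camera adjusted p was 0.00118 (adjusted p = 0.150 with an estimated correlation). Genes of DNA replication and S phase gave 19 increases and 3 decreases among 49, with the same counts adjusted over the list alone. The histone chaperone Asf1b (1.78-fold) and the ribonucleotide reductase subunit Rrm2 (1.76-fold) rose, and Tk1, E2f1 and Pold1 fell. Their median was 0.15 and the camera adjusted p was 0.0361. That p was 0.127 with an estimated correlation, 0.0642 with median scaling, 0.0531 without untreated array 1, 0.0515 without DAC/TSA array 3 and 0.0512 without both arrays numbered 1. Mitosis genes gave 8 increases, led by Spc24 and Mad2l1, and 7 decreases, led by the kinesin Kif11 and Ncapd2, among 46, with the same counts adjusted over the list alone. Their median was -0.02 while the mean was 0.02, camera gave a downward direction with an adjusted p of 0.937, and fry gave an upward one.

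Of 26 measured p53 targets and DNA damage response genes, 11 were higher and 2 were lower (12 and 2 adjusted over the list alone). The lysosomal membrane gene Dram1 (2.42-fold) and Fas had the greatest increases, and Zmat3 (1.82-fold lower) and Apaf1 (1.45-fold lower) fell. The cell cycle inhibitor Cdkn1a differed by -0.23 ± 0.08 (adjusted p = 0.0289), and 1 of its 3 probes was called lower. Cdkn1a passed with a trended robust prior and when both arrays numbered 1 were left out, with a difference of -0.29 in the latter. The list had a median of 0.34 and a camera adjusted p of 0.0437. That p was 0.150 with an estimated correlation, 0.0523 with neqc, 0.0665 with median scaling, 0.0575 without untreated array 2, 0.0532 without DAC/TSA array 1 and 0.0506 without both arrays numbered 1. Another list holds 3 of the members. The amino acid and ER stress response list had 9 members higher and 9 lower among 33, also adjusted over the list alone. The glutathione-degrading enzyme gene Chac1 (3.45-fold) and Sdf2l1 (2.92-fold) rose, and the cystine transporter gene Slc7a11 (2.36-fold lower) and Vldlr (2.06-fold lower) fell. The median was -0.10 while the mean was 0.02, camera gave a downward direction with an adjusted p of 0.806, and fry gave an upward one. Lysosome and autophagy genes gave 13 increases and 3 decreases among 37, also adjusted over the list alone, with a median of 0.18 and a camera adjusted p of 0.0889. Grn (2.24-fold) and the proton pump subunit Atp6v0d1 (2.03-fold) rose, and Psap (1.57-fold lower), Tfe3 and Gusb fell.

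Of 25 DNA methylation and histone deacetylation enzymes and their partners, 2 were higher and 7 were lower, also adjusted over the list alone. The class IIa deacetylases Hdac7 (3.14-fold lower) and Hdac5 (2.78-fold lower) fell most, and Ezh2 (1.49-fold) and Dnmt3l (at least 1.02-fold, detected on 2 of 3 treated arrays) rose. The log2 difference was -0.00 ± 0.12 for Dnmt1 (adjusted p = 0.995; 0.07 with median scaling), -0.19 ± 0.10 for Dnmt3b (adjusted p = 0.147) and 0.24 ± 0.19 for Hdac2 (adjusted p = 0.320; -0.01 without untreated array 1). The list had a median of -0.04 and a camera adjusted p of 0.117. Of 22 genes for the response to histone deacetylase inhibitors and variant histones, 5 were higher and 8 were lower, also adjusted over the list alone. The arrestin-like gene Txnip (2.89-fold), Tgm2 (1.58-fold), H2bc4, Mt2 and Syt11 rose, and the transcription factors Klf4 (3.01-fold lower) and Klf2 (2.91-fold lower) fell most. Their median was -0.14 and the camera adjusted p was 0.284. Among 15 housekeeping reference genes, Rplp0 (1.47-fold) and Tfrc (1.33-fold) were higher and Pgk1 (1.81-fold lower) and Gapdh (1.57-fold lower) were lower, also adjusted over the list alone (median -0.13, camera adjusted p = 0.495). Actb is the reference gene of the study's PCR assays, which the paper describes for treatments other than DAC/TSA. It differed here by -0.29 ± 0.10 (adjusted p = 0.0387), and 1 of its 4 probes was called lower. Actb passed with the pair number as a block (adjusted p = 0.00365), with the mean of its probes (-0.36), without both arrays numbered 1 (-0.31) and without DAC/TSA array 1 (-0.38).

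Camera called 13 of 23 lists, GS-COM and GS-IFN included. With an estimated correlation it called germline and cancer-testis genes, extracellular matrix and mesenchymal genes, and GS-COM. The study chose the GS-COM members on these arrays, and 21 of the 29 germline genes were kept only through the treated arrays. Differences of Slc7a11 (-0.69 against -1.24), Pgk1 (-0.34 against -0.86), Ncapd2 (-0.29 against -0.45) and Polr1a (-0.24 against -0.40) were also smaller with the mean of a gene's probes, which ended the calls of Ncapd2 and Polr1a. That choice also ended the call of Mad2l1 (adjusted p = 0.0168), although its difference was not smaller (0.57 against 0.56). Among the genes named above, median scaling ended the calls of 22, which are Zmat3, Apaf1, Cd14, Dpysl3, Gapdh, Pgk1, Rplp0, Tfrc, Ifit3, Kif11, Ncapd2, Spc24, Mad2l1, Polr1a, Ptpn2, Tapbpl, Tfe3, Tk1, E2f1, Ebp, Ido1 and Dnmt3l, although differences stayed close in size, such as -0.79 against -0.86 for Zmat3, -0.78 against -0.86 for Pgk1 and -0.61 against -0.66 for Gapdh, and leaving out a single array ended those of Eif2ak2 (0.37 without untreated array 3), Ezh2 (0.48 without DAC/TSA array 1) and 8 of the 22 just named.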

Values the study reported

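The paper reports that treatment of TC-1/A9 cells with DAC/TSA gave 2732 upregulated and 2815 downregulated genes at a false discovery rate below 0.01. With IFNγ, it reports 105 upregulated genes. It divides these into 73 genes specific to IFNγ (GS-IFN) and 32 genes raised by both treatments (GS-COM).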

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

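Leaving out both arrays numbered 1 was an alternative chosen after seeing the data. Of 122 named genes, 91 kept their call in each of the 17 settings run for genes, and of 23 lists tested, 3 did. Without a detection filter, the adjusted p of every list and the log2 differences of the named genes were those of the main fit. That setting therefore did not check the effect of the filter on them. Except where stated, the cause of the differences below was not tested. Depth limits dim probes, since signals near the detection floor change little on the log2 scale without background correction.

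With neqc, 554 genes were at least 2-fold higher against 365 and 519 at least 2-fold lower against 349, and that correction subtracts background, which widens folds at low signal. It ended the calls of Ezh2 (0.62), Ebp (0.50) and Ncapd2 (-0.48), given as log2 differences. Median scaling gave 1964 probes higher, 1279 lower, 1219 genes higher and 776 lower. It moved the median of all genes by 0.08 log2, and 1981 of the 4036 called genes kept their call and direction. The set test called 3 lists with an estimated correlation and 20 with fry, against 13. The MHC class I list had an adjusted p of 0.0718 with an estimated correlation.

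Tap1 turned to 0.0874 with median scaling and 0.00327 with cyclic loess, and ranged from -0.0882 to 0.0402 on the log2 scale over the fits that each left out 1 array. Dnmt1 turned to 0.0683 with median scaling and ranged from -0.12 to 0.10, and Hdac2 ranged from -0.0115 to 0.38. The mitosis list turned direction with median scaling (adjusted p = 0.974), fry (0.775), without untreated array 3 (0.967) and without DAC/TSA array 1 (0.962), and its p ranged from 0.863 to 0.987 when single arrays were left out. The amino acid and ER stress list turned with the mean of a gene's probes (0.998) and fry (0.461), and the endothelial list without both arrays numbered 1 (0.993).

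Without untreated array 2 the calls of Dnmt3l (0.39), Ebp (0.52), Eif2ak2 (0.42), Ezh2 (0.50), Ido1 (0.42), Ncapd2 (-0.33), Ptpn2 (0.42), Tapbpl (-0.41) and Tfrc (0.40) ended, and without untreated array 3 those of Dnmt3l (0.35), Eif2ak2 (0.37), Ezh2 (0.49), Ido1 (0.46), Ncapd2 (-0.46), Ptpn2 (0.35), Tapbpl (-0.39) and Tfrc (0.36). Without DAC/TSA array 1 the calls of Dnmt3l (0.35), Ezh2 (0.48), Ido1 (0.48) and Ncapd2 (-0.46) ended, without array 2 those of Dnmt3l (0.38), Ebp (0.45), Ezh2 (0.56), Ido1 (0.48), Mad2l1 (0.53), Ncapd2 (-0.45) and Ptpn2 (0.43), and without array 3 those of Ebp (0.45), Mad2l1 (0.51), Ncapd2 (-0.45), Ptpn2 (0.43) and Tfrc (0.39). All are log2 differences, and those of Dnmt3l and Ido1, undetected in untreated cells, are not exact.

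With single arrays left out, the genes higher numbered 1582 to 2192 and the genes lower 1476 to 2029. Without both arrays numbered 1 they were 2449 and 2286. With the pair number as a block, 2706 genes were higher and 2506 lower. The block ended the call of the immune list and added those of Tapbp and Actb, and it changed no other call among the named genes and lists. A block for the chip was not run, since no chip is given in the sources used here.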

Other observations

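The following were chosen after their results were seen: the gene families, and the tests of immune cell RNA, of the scaling behind the MHC class I list, and of a shared culture or chip. The criterion of the immune RNA test was also rewritten after earlier forms of it had given their results. Genes were grouped by the stem of their symbol into 97 families with at least 10 measured members, and each was tested with camera and Benjamini-Hochberg adjustment. Collagen genes (Col) fell, with 11 of 16 lower, 0 higher, a median log2 difference of -0.66 and an adjusted p of 0.000392. With an estimated correlation, none of the 97 families passed, and the lowest adjusted p, that of Col among others, was 0.558. Among genes with testis-expressed symbols (Tex), 8 of 13 were higher and 0 lower, with a median of 0.43 and an adjusted p of 0.00154. This family shares members with the germline list, and its member Tex19.1 was kept only through the treated arrays. Members kept in that way were not counted for any family, so rises of families, such as Tex and keratin genes, may lean upward. Of 50 Atp genes, which include ATP synthase subunits and proton pumps, 24 were higher and 3 lower (median 0.35, adjusted p = 0.00398). Of 45 mitochondrial ribosomal protein genes (Mrpl), 17 were higher and 2 lower (median 0.25, adjusted p = 0.0152).

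Keratin genes (Krt) gave 7 increases and 1 decrease among 10 (median 0.58, adjusted p = 0.0386). Lysine demethylase genes (Kdm), whose products remove methyl groups from histones, gave 10 decreases and 1 increase among 14 (median -0.57, adjusted p = 0.0451). Symbols beginning with Bcl, which join unrelated genes first found in B cell tumours, gave 10 decreases and 2 increases among 16 (median -0.50, adjusted p = 0.0199).

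Increases of at least 2-fold began at undetected genes more often than decreases of that size ended there, with an odds ratio of 5.68. A lower detection floor on the DAC/TSA arrays is argued against by an odds ratio of 5.07 (95% confidence interval 3.18 to 8.29) with 1 common floor for all arrays. The scaling is argued against by odds ratios of 4.23 with median scaling, 5.60 with cyclic loess and 4.76 with neqc. The samples are cultures of a tumour line, and their titles name no other cells. Whether RNA of immune cells added to the pattern is not decided by the shares of markers in it. Among the 108 genes were 3 of 8 measured immune markers (37.5%) and 19 of 70 germline, epithelial and neuronal genes (27.1%). The odds ratio was 0.625 (95% confidence interval 0.109 to 4.41, two-sided Fisher's exact test, p = 0.680). The immune list holds 29 genes, and 4 of the 8 measured were kept only through the treated arrays. The markers Cd79b and Cd14 were lower. That the treatment turned on silent genes may account for the pattern and was not tested apart from the group.

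The MHC class I list rose at the preset correlation (adjusted p = 0.0718 with an estimated one), while interferon-stimulated genes, also called higher as a list (adjusted p = 0.0361, and 0.196 with an estimated correlation), gave 13 increases and 5 decreases. The difference between the lists was measured for the MHC class I members other than H2 genes and was 0.09 log2. An exact two-sided permutation test gave p = 0.1, the smallest that 20 permutations allow. No outcome of that test could have passed the threshold, so it does not decide whether the lists differ. The H2 genes were not part of it. Members of the MHC class I and interferon-stimulated lists that are also in GS-COM or GS-IFN are not evidence separate from those sets, which the study drew in part from these arrays. With neqc, normexp, median scaling and cyclic loess, the adjusted p of the MHC class I list was at most 0.00147 at the preset correlation. This argues against scaling effects that differ between genes as the source of the rise. Camera sets the list against the other genes, so a shift shared by all genes cancels and was not tested. Without its H2 genes the list had a camera p of 0.0832, the outcome foreseen if probes shared between H2 genes carried the list, although Psmb8, Calr, Tap2 and Psmb9 rose by themselves and a p above the threshold does not show that the rest did not change. For the H2 genes, whose log2 differences span 1.80, real increases and signal shared between similar probes cannot be told apart, because probe sequences were not used here.

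The arrays numbered 1 deviated together from their group means, with r = 0.633 across probes. A trend with brightness is argued against by r = 0.623 after cyclic loess, and noise of dim probes by r = 0.778 among the brighter probes. A culture day or a chip shared by arrays of 1 number cannot be told apart from other sources, since the labels used here give neither. No biological explanation was tested, because the design names none for the number.

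A further hypothesis was that genes silenced in blocks along a chromosome respond together. Of 9186 genes placed on assembly GRCm38.p6, neighbouring pairs of genes that rose by at least 2-fold numbered 26, against a mean of 14.4 in 10000 permutations (permutation p = 0.0028, adjusted p = 0.0112 over 4 tests). With pairs of 1 gene family left out there were 19 pairs against 13.997 (permutation p = 0.11, adjusted p = 0.147), so the count beyond chance was not found apart from families. For genes that fell by at least 2-fold the counts were 19 against 13.1 (p = 0.067 by permutation) and 15 against 12.8 without families (p = 0.3 by permutation).

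The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Every split but the real one mixes treated and untreated arrays in both groups, which adds the treatment effect to the spread within groups. Calls of those splits therefore do not show what an absence of any effect would give. In each of 4 counts, 1 of the 10 splits, the real one, gave a result as large. It called 6745 probes, 4036 genes and 714 genes changed by at least 2-fold at a false discovery rate of 0.01, and the highest of the other splits called 0 of each. It called 13 lists by camera, and the highest of the other splits called 10. The 3 other splits that part every pair of same-numbered arrays called 9, 6 and 5 lists and 0 probes, and the splits that part 1 pair called 3 to 10 lists and 0 probes.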
